A study of Mus musculus with 4 samples. Its data were reported in "RREB1 regulates neuronal proteostasis and the microtubule network" (2024).

How the data were processed

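RREB1-3V5 binding was profiled by ChIP-seq in cerebella of transgenic mice 3 weeks old, with 2 ChIP libraries, 1 from a female and 1 from a male, and 2 input libraries. Groups and replicate numbers were taken from the sample labels. The 4 libraries entered through the peak list that the authors made from them, and no value of a single library was used.

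According to the methods of the study, the authors trimmed reads with fastp, aligned them to mm10 with Bowtie2, removed multimapping and duplicate reads with Sambamba, called peaks with MACS3 at a q-value limit of 0.05 and merged overlapping peaks of the samples with bedtools. The submitters' processing notes also name Bowtie2, MACS3, bedtools and mm10. Per the file header, the merged peaks were then annotated with the annotatePeaks program of HOMER. Versions are not given in the sources used here. The deposited table gives the position of each peak, its number in the merged list, the kind of region and the signed distance in bp to the nearest transcription start. Of the 1933 positions, 1911 are 1 bp wide and 22 are 2 bp wide, so the position is a point and peak width is unknown. The table lists each gene once, and 1110 of the peak numbers up to 3043 have no row. It holds no count, score, fold enrichment or replicate, so depth, peak height and agreement between the animals were not analysed here. The ChIP was compared with its input by the authors' peak calling and not again.

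Coordinates are 1-based on mm10. They were read against the GRCm38 reference, whose chromosomes have the same coordinates, with its RefSeq transcripts. Reassigning each of the 1932 peaks on assembled chromosomes to the nearest RefSeq start gave the gene of the table for 1847 (95.6%), the identical distance for 1800 (93.2%) and the same kind of region for 98.9%. Noncoding exons were counted with exons. The row on an unplaced sequence was left out of every test. Symbols were updated through the Entrez numbers of the table, which also recovered 3 symbols that a spreadsheet had turned into dates.

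Shares of peaks were given with Wilson 95% intervals and compared with 1000 random placements on known bases of the same chromosomes, with two-sided permutation p. A second set of 1000 draws was matched for GC content over 200 bp, in bins of 2%. For the count of genes, the protein-coding share, the peaks per gene and the placement test of gene lists, 3043 positions were placed, since the table keeps 1 row per gene. Numbers missing between chromosomes were assigned to the earlier one. Peaks per chromosome were compared with the share of known bases by exact binomial tests. Gene lists, 25 in all, and motifs, also 25, were written from textbook knowledge before the data were examined, as were the main tests and most alternatives. The report of the study was known by then, including its NEUROD1-like motif and its targets Map1a, Stmn2 and Stmn4. Tests of the NeuroD E-box and of the tubulin list, which holds these genes, were therefore not blind to results published from the same peaks. Lists were compared by Fisher's exact test, with 21000 protein-coding genes of RefSeq as background. Motifs were searched on both strands in 200 bp around each position and compared with 10 GC-matched windows per peak drawn from 599983 windows, by Fisher's exact test. Folds of motifs include a continuity correction. The 95% intervals of odds ratios, and the ratio of a pair of odds ratios, were computed with 0.5 added to each count. All tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method within each family, and 0.05 was the threshold.

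Genes were named by a rule fixed in advance. It took a set of genes that the study names in connection with targets and markers, whether or not they had a peak, the 4 members of each list past the threshold with the peak nearest to a start, and up to 2 of each other list. A further part of the rule, the 12 peaks with the highest score or the 12 genes with the most peaks, could not be applied to a table without scores and with 1 row per gene. The longest runs of missing peak numbers were given in its place, a choice made after the table was seen.

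Alternatives covered the annotation, the distance limit between peak and gene, repeats, the expectation per chromosome, the test of gene lists and the background of motifs. Those added after the data were seen were the highest peak number, all numbered peaks, 1 random position kept per gene, non-repeat bases as expectation, the background without olfactory and vomeronasal receptor genes, the central 100 bp, promoters of unlisted genes, and the own flanks of peaks away from promoters. Alternatives that need a score, a width or the replicate of each peak were not run.

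The tests were tested on simulated data. With 1640 genes drawn at random, 5 of 2500 list tests passed the threshold. The granule cell list, drawn 5 times more often, was called in 95 of 100 runs. Genes were drawn with equal chance there, so the advantage of genes with wide loci was not simulated. With 1933 peaks spread evenly, 7 of 2100 chromosome tests passed, and an X chromosome with its peaks divided by 5 was called in 100 of 100 runs. For motifs, 1 of 500 tests passed between windows drawn alike, and an E-box planted in 10% of windows was called in 20 of 20 runs. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.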

Results

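RREB1 is a zinc finger transcription factor that was first described through Ras-responsive promoter elements. Its genomic binding was measured in mouse cerebellum at 3 weeks of age, in transgenic mice whose Purkinje cells express the neuronal transcript of Rreb1 with 3 V5 epitope tags. Purkinje cells are the output neurons of the cerebellar cortex, and the lysate came from the whole cerebellum, in which granule cells are by far the most numerous neurons. Chromatin was precipitated with a V5 antibody from 2 animals, 1 female and 1 male, and an input library was made from each, which gives 4 samples in 2 groups. The deposited result is 1 table in which the authors merged the peaks of both animals. It holds 1933 rows, each with a position on mm10, a kind of region and the nearest gene, and no read count, score, width or replicate. Read depth and the spread between the animals are therefore unknown, and the intervals below cover counting error only. The table lists 1 row for each of 1932 genes and 1 row without a gene, whereas its peak numbers run from 1 to 3043. The other 1110 numbers, 36.5% of them, have no row, and shares below are shares of the listed peaks.

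Listed peaks sat at promoters far more often than random positions did. Of the 1932 peaks on assembled chromosomes, 671 (34.7%, Wilson 95% interval 32.6 to 36.9%) lay at a promoter, from 1 kb upstream to 100 bp downstream of a transcription start. Introns held 631 peaks (32.7%, 30.6 to 34.8%) and intergenic sequence 548 (28.4%, 26.4 to 30.4%). Promoter peaks were close to the start itself, with a median distance of 86 bp. Peaks outside promoters had a median distance of 33.0 kb from the nearest start.

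In 1000 random placements on the same chromosomes, 1.27% ± 0.251 (SD) of positions fell at promoters, so the listed share was 27.2-fold higher. Introns took 38.3% ± 1.06 and intergenic sequence 56.6% ± 1.08 of random positions, both above the listed shares. Each of these differences had a two-sided permutation p of 0.0020, the smallest that 1000 placements can give. Peaks were also richer in G and C than the genome, with a median of 55.5% over 200 bp against 41.5% in random windows. Against positions matched for GC content the promoter share was 5.36-fold higher (6.48% ± 0.525 expected, permutation p = 0.0020). If every unlisted number were away from promoters the promoter share of all 3043 would be 22.1%, and if every one were at a promoter it would be 58.5%.

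**Figure D1:**
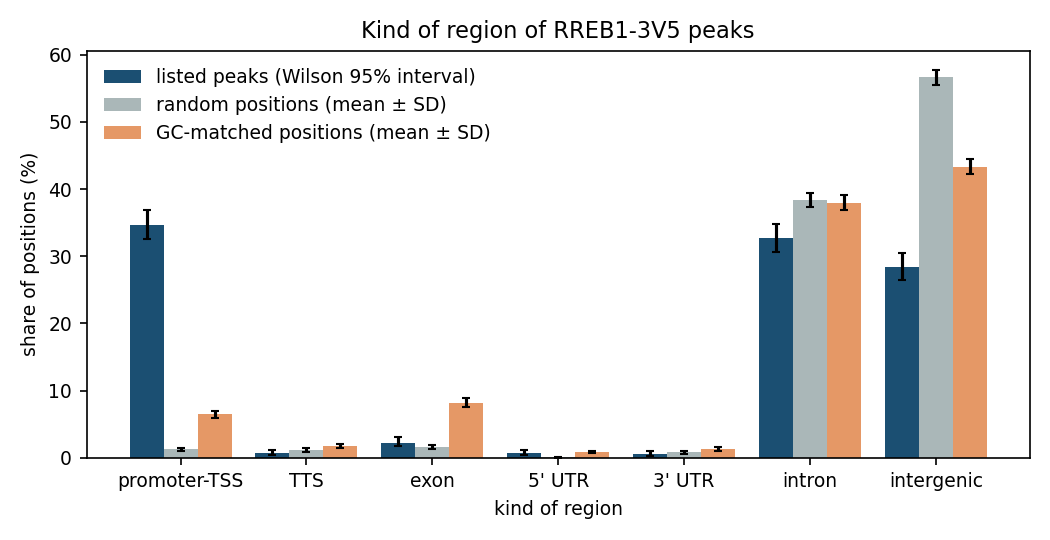
Share of positions (%) in each kind of region for the 1932 listed peaks (dark bars, Wilson 95% intervals), for random positions on the same chromosomes (grey bars) and for GC-matched positions (orange bars), the last with means ± SD over 1000 draws. The promoter share of 34.7% stands above 1.27% at random and 6.48% with GC matched, and the intergenic share of 28.4% lies below both.

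The genes nearest to peaks were mostly protein-coding. Of the 1932 genes, 1640 (84.9%, Wilson 95% interval 83.2 to 86.4%) were protein-coding, 277 were noncoding RNA genes, 12 pseudogenes and 3 small nucleolar RNA genes. Random placement of 3043 positions gave a protein-coding share of 76.2% ± 0.724 (permutation p = 0.0020). Random positions were assigned to the nearest RefSeq start. With the listed peaks assigned in the same way, their share was 82.6% (permutation p = 0.0020). At promoter peaks the share was 94.8% (92.8 to 96.2%), and at the remaining peaks it was 79.5% (77.2 to 81.7%).

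The numbered peaks reached fewer genes than random positions did. The 3043 numbers correspond to 1932 named genes, or 1.58 per gene. In comparison, 3043 random positions reached 2474 ± 20.6 genes, or 1.23 ± 0.0103 per gene (permutation p = 0.0020 for both). A site called in both libraries may hold a number for each, which would raise the numbers per gene without any gathering of sites. This was not settled, so the placement does not show that sites cluster. The peak count given by the study is slightly below the highest number, so a number need not stand for a peak of its own. Runs of missing numbers show where unlisted peaks may lie, between listed neighbours. The longest held 9 numbers on chromosome 11, from the peak of Fat2 at 55262243 to that of G3bp1 at 55469169, a stretch of 206.9 kb. Fat2 encodes a giant cadherin of granule cells. The next held 8 numbers on chromosome 8 between Vat1l (114205315) and Wwox (114675327), and 6 on chromosome 15 between Tafa5 (87200469) and Zdhhc25 (88582284). How many peaks belong to each single gene cannot be read from a list with 1 row per gene.

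The X chromosome held very few peaks. It had 17 listed peaks where 119.3 were expected from its known bases, a ratio of 0.142 (exact 95% interval 0.0831 to 0.228, exact binomial adjusted p = 2.73e-31). Chromosomes 2, 5, 7 and 11 had more peaks than expected, with ratios of 1.29, 1.32, 1.33 and 1.29 (exact binomial adjusted p from 0.00475 to 0.0245). With non-repeat bases as expectation, chromosomes 2 (1.21) and 11 (1.19) no longer passed (exact binomial adjusted p = 0.0628 and 0.254), while 5 (1.26) and 7 (1.31) did. With NeuroD E-boxes in non-repeat bases as expectation no autosome passed, 5 and 7 being at 1.20 each (exact binomial adjusted p = 0.203). The Y chromosome, 96.3% of which is repeat, had no listed peak where 64.3 were expected (exact binomial adjusted p = 7.47e-28). With non-repeat bases as expectation, 3.75 Y peaks were expected and the call was lost (exact binomial adjusted p = 0.254). The ratios of the 19 autosomes lay between 0.859 and 1.33. One X peak belonged to Dlg3, which encodes the synaptic scaffold SAP102, at position 100767644, 78 bp upstream of its start. At X promoters 8 peaks were listed and 28.8 expected from genes (ratio 0.278, exact 95% interval 0.120 to 0.544), and away from promoters 9 were listed and 65.2 expected from non-repeat bases (0.138, 0.0632 to 0.261).

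With the number of protein-coding genes as expectation, the X ratio was 0.205 (0.120 to 0.327, exact binomial adjusted p = 1.92e-17). On that scale 9 of the 21 chromosomes passed the threshold. Chromosomes 7 and 11 then had fewer peaks than expected, with ratios of 0.760 and 0.769, chromosome 2 was near its expectation at 1.04, and chromosome 5 stayed above it at 1.29. Chromosomes 1, 12 and 18 were above (1.31, 1.38 and 1.53) and chromosome 19 below (0.702).

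**Figure D2:**
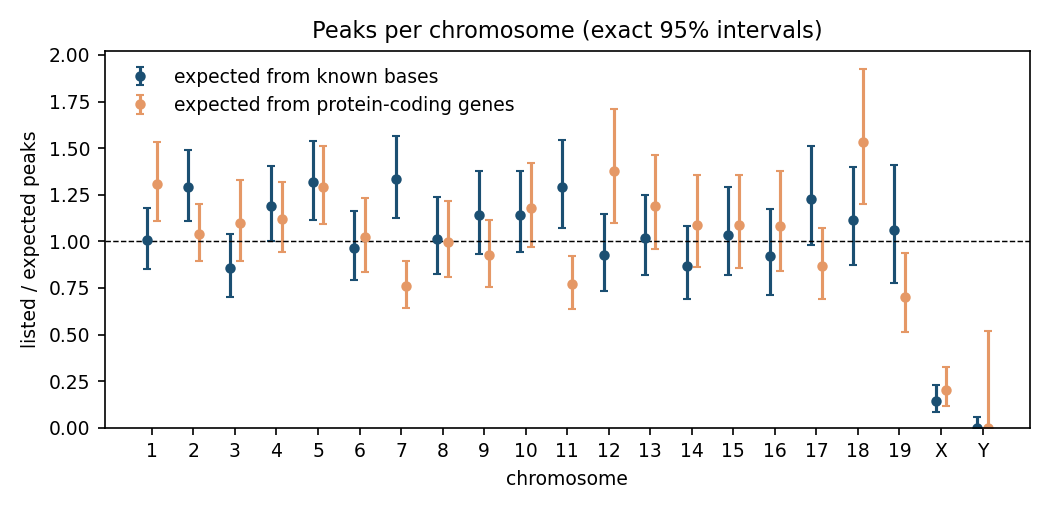
Listed over expected peaks for each chromosome, with the expectation from known bases (blue) or from protein-coding genes (orange), and exact 95% intervals. The autosomes range from 0.859 to 1.33 with known bases and from 0.702 to 1.53 with genes, while the X chromosome is at 0.142 and 0.205.

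Several lists of neuronal genes, and granule cell markers above all, were enriched among the genes with a peak. To ask which functions the bound genes have, 25 gene lists fixed before the data were examined were compared with the 1638 of 21000 protein-coding genes (7.80%) that had a listed peak. Of the lists, 8 held more such genes than the rest of the genome at an adjusted p below 0.05 in Fisher's exact test, and none held fewer. Granule cell markers led with 26 of 47 genes (55.3%), an odds ratio of 14.8 (95% interval 8.35 to 26.2, adjusted p = 8.14e-16 in Fisher's exact test). Synaptic vesicle and release genes followed with 21 of 59 (odds ratio 6.60, 3.93 to 11.3, adjusted p = 1.72e-08), and voltage-gated ion channels with 17 of 56 (5.20, 3.00 to 9.29, adjusted p = 5.85e-06), both by the same exact test. With only peaks within 5 kb of a start these 3 lists lost the call, at 3.73, 2.88 and 1.44 (exact test, adjusted p = 0.104, 0.134 and 0.656), and only tubulins and microtubule-associated proteins passed (3.71, adjusted p = 0.0354).

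Among granule cell genes, the peak of Neurod2 lay 2 bp upstream of its start at 98329647 on chromosome 11. That of Neurod1 lay 238 bp upstream at 79456874 on chromosome 2. Both encode bHLH factors that drive the differentiation of granule neurons. Cbln3, a cerebellin secreted by granule cells, had a promoter peak at 55884369 on chromosome 14, and Barhl2, a homeobox gene, one at 106458790 on chromosome 5. Synaptic genes with peaks nearest to their starts were Bin1, Ppfia2, Vamp1 and Sv2c. Bin1 acts in membrane bending, Ppfia2 encodes an active zone scaffold, and Vamp1 and Sv2c encode vesicle membrane proteins. Among the channels, Scn2a and Kcnn2 had promoter peaks, 34 bp and 756 bp upstream of a start, while those of Scn2b and Kcnk1 were in the first intron.

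The microtubule genes that the study followed up were also enriched. They include Map1a, Stmn2 and Stmn4, which the study had named as targets, so the enrichment is not independent of its report. Tubulins and microtubule-associated proteins had 18 of 71 members with a peak (odds ratio 4.05, 95% interval 2.42 to 7.01, adjusted p = 3.71e-05 in Fisher's exact test). Kinesin and dynein motors had 11 of 50 (3.35, 1.79 to 6.68, adjusted p = 0.00490 in the same exact test). With only promoter peaks neither list passed, at 1.92 and 2.80 (exact test, adjusted p = 0.338 and 0.268). Motors also lost the call with only peaks within 5 kb of a start (2.21, exact test, adjusted p = 0.302). Map1a, which encodes a microtubule-stabilising protein of dendrites, had a peak 31 bp downstream of its start (chromosome 2, 121289633). Stmn4 encodes a stathmin, a regulator of microtubule disassembly, and its peak was 68 bp downstream of the start (chromosome 14, 66344364). The alpha-tubulin gene Tuba1a and the beta-tubulin gene Tubb4a had peaks 144 bp and 159 bp upstream. Stmn2 had its peak beyond the 3′ end of the gene, 52411 bp from the start (chromosome 3, 8561938). Motor genes with promoter peaks were Bicd1, Dync1i2, Kifap3 and Hook2, which encode dynein or kinesin subunits and adaptors.

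The remaining enriched lists were axon guidance, postsynapse and Ras-MAPK signalling. Axon guidance and adhesion had 17 of 73 members with a peak (odds ratio 3.62), postsynapse and dendrite 16 of 71 (3.46) and Ras-MAPK signalling 10 of 54 (2.70), with adjusted p of 0.000177, 0.000379 and 0.0256 in Fisher's exact test. Examples were Cntnap2 and Unc5b, Iqsec1 and Trio, and Rasa1 and Sos1. In a logistic model with gene length and locus width these 3 lists no longer passed. Axon guidance and postsynapse moved most of the way to 1, while most of the Ras-MAPK excess stayed with an interval that includes 1, at odds ratios of 1.03 (0.581 to 1.84), 1.26 (0.698 to 2.26) and 1.97 (0.970 to 4.00). The other 5 of the 8 lists still passed in it, with granule cell markers at 9.91 (5.33 to 18.4), synaptic genes at 3.93, tubulins and associated proteins at 3.02, motors at 2.58 and channels at 2.28. Random placement of the 3043 numbered peaks was stricter and left granule cell markers (2.41-fold over random), tubulins and associated proteins (2.13-fold) and synaptic genes (1.92-fold), each with a permutation adjusted p of 0.0125. Motors and channels did not pass it, at 2.11-fold (adjusted p = 0.0785) and 1.26-fold (permutation adjusted p = 0.562). Fewer axon guidance genes had a listed peak than in random placement, 17 against 29.3 (0.580-fold, permutation adjusted p = 0.0125). Random positions reached more genes in all than the listed peaks did and favoured wide loci, so this fold is not by itself a sign of avoidance.

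The autophagy, lysosome and trafficking lists did not pass the test. Peaks were listed for 6 of 55 autophagy genes (odds ratio 1.45, 95% interval 0.685 to 3.52), 4 of 60 lysosome genes (0.844, 0.360 to 2.46) and 10 of 88 genes of ER, Golgi and endosome trafficking (1.52, 0.830 to 3.02). Their adjusted p were 0.739, 1 and 0.568 in Fisher's exact test, and the intervals leave room for a moderate enrichment. These short lists are narrower than the endomembrane set of the study, which was not analysed here and also takes in synaptic and vesicle genes, a group enriched above. Members with a promoter peak included Atg14, a subunit of the kinase complex that starts autophagosomes, and Tecpr2. Lysosomal examples were Npc2, which carries cholesterol, and Lipa, the acid lipase. Copg1, a coat subunit of Golgi vesicles, and Vps29, a retromer subunit, also had promoter peaks. Of the genes of the study chosen in advance, Lamp1, Ctsd, Sqstm1, Map1lc3a, Map1lc3b, Tubb3, Calb1 and Pcp2 had no row, while Map1a, Stmn2, Stmn4, Neurod1 and Rreb1 had one.

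Markers of the cell type that expresses the transgene did not pass the test. Of 52 Purkinje cell markers, 5 had a peak (9.62%, odds ratio 1.26, 95% interval 0.566 to 3.32, adjusted p = 0.834 in Fisher's exact test). With locus size taken into account the value turned below 1, to 0.507 against random placement (permutation adjusted p = 0.150) and 0.638 in the model (0.246 to 1.65). Listed peaks reached fewer genes in all than random positions, so a value below 1 against random placement is not in itself a depletion. The genes were Sv2c, Syt2, Atp2b2, Plcb4 and Auts2, the last 3 of which were named after their values were seen. None of the 5 listed peaks was at a promoter. With 0.5 added to each count, the odds ratio of the Purkinje list was 0.0926 times that of the granule cell list (95% interval 0.0323 to 0.265). Members with a peak in the other cell types were 1 of 26 markers of molecular layer interneurons, 2 of 38 of Bergmann glia and astrocytes, 4 of 37 of oligodendrocytes, 2 of 32 of microglia and 1 of 36 of vessels and meninges. None of these lists passed the test, nor did genes of other tissues, with 3 of 74.

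Among the other lists, peaks were found at 8 of 77 cytosolic ribosomal protein genes, 6 of 70 genes of the respiratory chain, 5 of 43 of the proteasome and ubiquitin list and 3 of 43 chaperone genes. Immediate early genes had 6 of 45, neurogenic bHLH factors and their partners 4 of 30, and genes of EMT and the TGF-beta pathway 4 of 44. No list of these 7 passed Fisher's exact test, with odds ratios from 0.886 to 1.82. Ribosomal protein genes passed once gene length and locus width were in the model (odds ratio 3.59, 1.70 to 7.59).

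**Figure D3:**
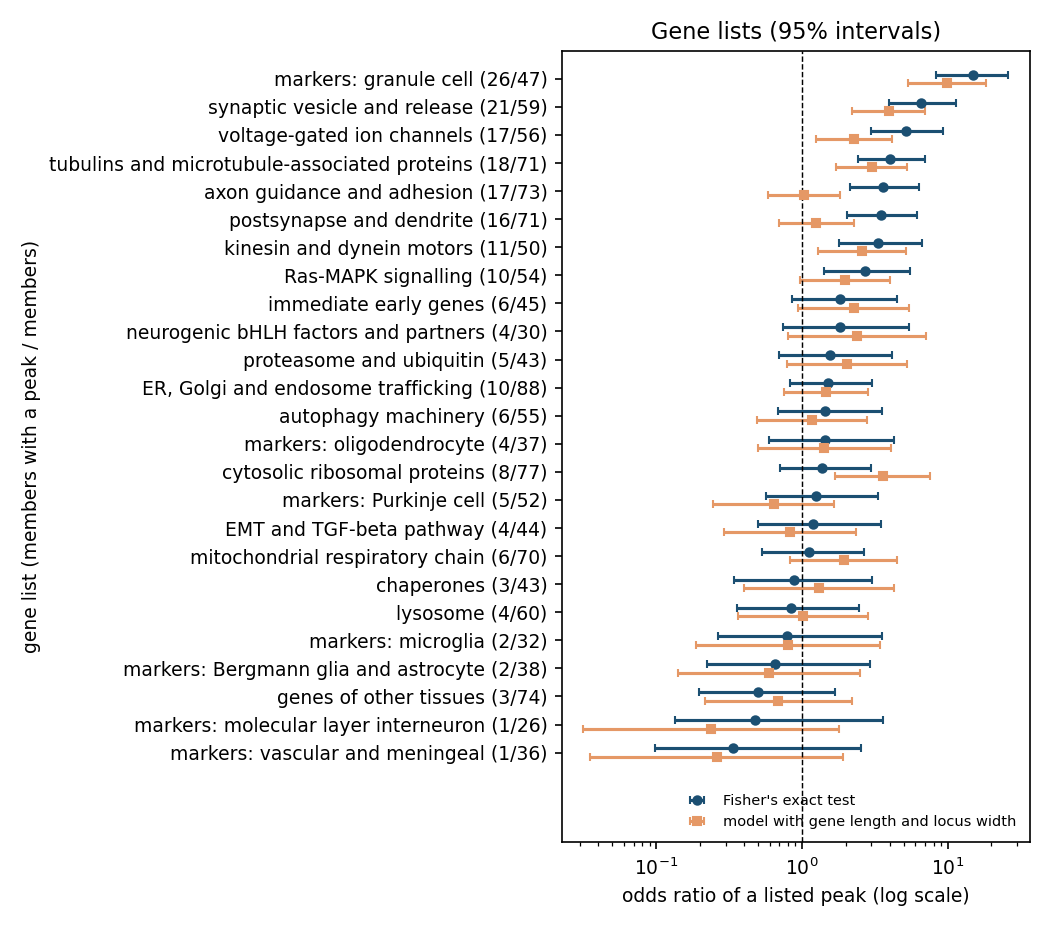
Odds ratio (log scale, 95% intervals) of having a listed peak for the members of each gene list, from Fisher's exact test (circles) and from a logistic model with gene length and locus width (squares), with members with a peak over all members after each name. Granule cell markers have the highest value in either, 14.8 and 9.91, and the Purkinje cell interval includes 1.

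Axon guidance genes had no listed peak in the promoter class. All 17 listed peaks of the axon guidance and adhesion list were outside it, that of Cntnap2 only 182 bp downstream of the start in its 5′ UTR. Among bound protein-coding genes 38.8% had a listed promoter peak, a difference with an adjusted p of 0.00647 in Fisher's exact test. Axon guidance was the single list of 25 that passed this comparison. The table keeps 1 row per gene and which peak was kept is unknown, so unlisted promoter peaks at these genes are possible. Promoter peaks made up 4 of 26 for granule cell markers, 3 of 21 for synaptic genes and 2 of 17 for channels (adjusted p = 0.115 for each in the same exact test), and these lists did not pass. They made up 7 of 8 for ribosomal protein genes (exact test, adjusted p = 0.0860).

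Of the 25 motifs, the E-box bound by NeuroD factors had the smallest p-value in Fisher's exact test. The study had already reported a motif close to that of NEUROD1 in these peaks, so this result is not independent of its report. E-boxes are short sites recognised by bHLH proteins, and the form CCATCTGY, with 8 positions, was found within 100 bp of 430 of 1932 peaks (22.3%) against 2.52% of GC-matched windows. This is 8.83-fold (95% interval 7.82 to 9.96, adjusted p = 5.45e-210 in Fisher's exact test). Matches lay close to the listed position. Their density was 2.03 per kb within 25 bp of it and 0.144 per kb beyond 500 bp, a 14.1-fold difference. Of 432 peaks with a match centred within 100 bp, 43.8% had it within 25 bp, where an even spread would give 25%.

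A consensus written for RREB1 from textbook knowledge was not enriched, and a published binding matrix was not tested. The consensus CCCCMAAMCAMC, with 1 mismatch allowed, occurred in 0.932% of peaks and 1.90% of windows (0.502-fold, 0.315 to 0.799, adjusted p = 0.00207 in Fisher's exact test). The inner part CCCAAACCAC occurred in 1.60% and 1.98% (0.823-fold, 0.574 to 1.18, adjusted p = 0.325 in the same exact test). Against the flanks of the same peaks, 2 kb to either side, the longer form was at 0.831-fold and no longer passed (exact test, adjusted p = 0.523).

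Of the 25 motifs tested, 16 were more frequent in peaks and 2 were less frequent, the latter being the longer RREB1 form and CAGCTG (0.835-fold). Against the flanks of the same peaks CAGCTG reversed and passed above them (1.29-fold, exact test, adjusted p = 0.00356). RFX sites had the highest fold (9.60-fold, exact test, adjusted p = 3.26e-35), with ETS (7.48-fold), MEF2 (6.86-fold), CTCF (6.18-fold), YY1 (4.90-fold) and CRE sites (4.59-fold). Lower folds were found for ROR (3.33), NFI (2.49), the 6-base core of the NeuroD E-box (2.47), ZIC (2.38), LHX homeodomain (2.15), SP/KLF (1.92), AP-1 (1.69), NFY (1.69) and CACGTG (1.40). All of these passed at an adjusted p of 0.0184 or less in Fisher's exact test. Against the flanks of the same peaks, MEF2 (2.00-fold), ROR (2.73), LHX homeodomain (1.20) and AP-1 (1.24) lost the call (exact test, adjusted p = 0.0591, 0.143, 0.181 and 0.120). At peaks away from promoters, against their own flanks, these 4 passed (2.84, 4.29, 1.73 and 1.57-fold, exact test, adjusted p = 0.0343, 0.0343, 0.000312 and 0.00511). NFI lost it against shuffled sequence of the peaks (1.31-fold, exact test, adjusted p = 0.327).

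Promoter peaks and other peaks differed in sequence. The NeuroD E-box was present in 411 of 1261 peaks away from promoters (32.6%) and in 19 of 671 promoter peaks (2.83%), an adjusted p of 4.66e-62 in Fisher's exact test. ZIC (9.20% against 2.24%), LHX homeodomain (7.45% against 0.596%), AP-1 (6.66% against 1.34%) and NFI sites (1.82% against 0.149%) were also more frequent away from promoters. ETS (8.64% against 0.317%), NFY (26.1% against 6.82%), SP/KLF (10.7% against 1.59%), CRE (2.24% against 0.317%) and YY1 sites (1.79% against 0%) were more frequent at promoters, as were RFX (5.51% against 2.78%) and CACGTG (7.45% against 2.78%). In all, 15 of 25 motifs differed, 7 of them higher at promoters and 8 higher elsewhere.

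At promoters the NeuroD E-box was no more frequent than in GC-matched windows (1.30-fold, 0.819 to 2.08, adjusted p = 0.472 in Fisher's exact test). Against promoters of genes without a listed peak, a comparison added after the data were seen, 3 motifs were enriched in promoter peaks. They were RFX (4.23-fold, adjusted p = 8.78e-10), NFY (1.67-fold, adjusted p = 8.78e-10) and ETS (1.65-fold, adjusted p = 0.00456), by Fisher's exact test. CAGCTG was less frequent (0.683-fold).

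**Figure D4:**
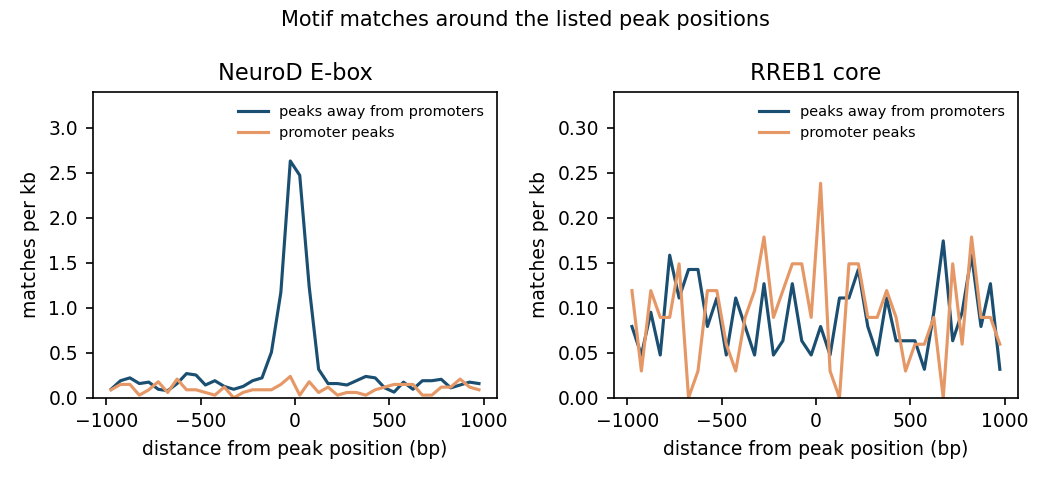
Matches per kb in bins of 50 bp by distance (bp) from the listed position, for the NeuroD E-box (left) and the inner RREB1 sequence (right), at 1261 peaks away from promoters (blue) and 671 promoter peaks (orange); the vertical scales differ. The NeuroD E-box rises at the position in peaks away from promoters and stays low at promoters, where it occurs in 2.83% of peaks.

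The transgene holds Rreb1 cDNA and Pcp2 sequence, so its copies can add reads at both loci. No listed peak lay inside Rreb1 (chromosome 13, 37826038 to 37952002) or within 10 kb of Pcp2 (chromosome 8, 3623369 to 3625547). The peak assigned to Rreb1 was intergenic, 154374 bp upstream of its start at 37671664. The listed peak nearest to Pcp2 belonged to Slc10a2, 1.98 Mb away. One unlisted number lies between the Rreb1 peak and that of Riok1, and one before the first row of chromosome 8, so an unlisted peak at either locus is not excluded.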

Values the study reported

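The study reported 3037 peaks for RREB1 in cerebellar lysates, spread about evenly over introns, intergenic regions and promoters. This count is slightly below the highest peak number of the merged list, a difference that was not resolved here. By proximity, 1932 genes were assigned to the peaks, and 85% of the bound genes were given as protein-coding. A de novo motif close to that of NEUROD1, with a match score of 0.98, was found in 24% of peaks and in 2.5% of background sequences. The study describes NEUROD1 as a known cofactor of RREB1. Staining for V5 was reported only in Purkinje cells, and binding at selected targets was checked by ChIP-qPCR. The study counted 396 endomembrane genes among the targets, of which 59 were differentially expressed in mutant Purkinje cells, where 1598 genes changed in all.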

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

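Alternatives named "added" were chosen after the data were seen, as were non-repeat bases as expectation, all numbered peaks, 1 random position kept per gene, the background without olfactory genes, the central 100 bp and the own flanks of peaks away from promoters. The others were fixed before. The cause of a change was not tested. Alternatives by score, width, whole peak or single replicate, peaks per gene after merging within 1 kb, and counts of genes with several peaks were not run, because the table lacks these values or lists 1 row per gene. No paired analysis was possible because the table holds 1 merged list and no value of a single replicate. Of 175 alternative values for gene lists 125 kept direction and side of the threshold, and of 83 for motifs 55. Of 47 others 34 did so or, for counts, stayed within 1.5 times. Size is not covered by this, as granule cell markers went to 2.41 and synaptic genes to 1.92 with random placements, and the promoter fold to 5.36 with GC matched. Among all values that changed direction, 18 had passed in the main test and 29 had not.

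Counting by the highest peak number (added) gave 3043 peaks. With protein-coding genes as expectation, chromosomes 7 and 11 turned to 0.760 and 0.769.

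With only peaks within 5 kb of a start, 851 genes had a peak and 1 list passed, that of tubulins and associated proteins. Granule cell markers fell to 3.73, chaperones rose to 1.90, and axon guidance (0.351), Purkinje cell markers (0.496), EMT genes (0) and oligodendrocyte markers (0) turned below 1. With only promoter peaks 0 lists passed. Tubulins and associated proteins fell to 1.92 and granule cell markers to 2.99, axon guidance, EMT, Purkinje and oligodendrocyte lists went to 0, and lysosome (1.10) and chaperones (2.41) turned above 1.

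Away from promoters, autophagy (0.753), ER and Golgi (0.704), proteasome (0.475), bHLH (0.688), ribosomal (0.262) and mitochondrial genes (0.586) turned below 1, and microglia above it (1.33). Without mostly repeat peaks, EMT (0.907) and mitochondrial genes (0.954) turned below 1.

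With random placements 3 lists passed above and 1 below, axon guidance (0.580). Postsynapse (0.763), EMT (0.621) and Purkinje markers (0.507) turned below 1, and lysosome (1.29) and chaperones (1.45) above it. As listed peaks reached fewer genes than random positions, a fold below 1 is not in itself a depletion there. In the model with gene length and locus width, EMT (0.831) and Purkinje markers (0.638) turned below 1, and lysosome (1.02) and chaperones (1.31) above it.

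At promoter peaks 9 motifs were enriched and 3 depleted, namely the NeuroD E-box core, which turned to 0.702, CAGCTG (0.531) and CACCTG (0.441). The NeuroD E-box fell to 1.30, and AP-1 (0.701), NFI (0.345), ROR (0.588) and ZIC (0.675) turned below 1, while the RREB1 core turned to 1.08. Against promoters of unlisted genes (added) 3 motifs were enriched, the NeuroD E-box fell to 1.69 and its core turned to 0.963. Away from promoters, ETS (0.989), NFY (0.842), YY1 (0.435) and CACGTG (0.891) turned below 1 and CAGCTG to 1.04. Against flanks CAGCTG turned to 1.29, past the threshold, and the RREB1 core to 1.11, and against shuffled sequence the RREB1 core to 1.07.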

Other observations

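The palindrome GGTACC, the tests of close neighbouring peaks, the test of E-boxes at X peaks and the use of the E-box share at promoters against unspecific capture were chosen after results had been seen. Among all sequences of 8 bases, GGGTACCA had the strongest excess in standard units at promoter peaks, against promoters of genes without a listed peak, and its inner part GGTACC lay within 100 bp of 115 of 671 of them (17.1%). Promoters of genes without a listed peak had it in 2.86%, a 6.0-fold difference (95% interval 4.83 to 7.45, p = 2.02e-44 in a two-sided Fisher's exact test). Away from promoters it was found in 11.3% of peaks and 2.89% of GC-matched windows. At promoters its density was 1.73 per kb within 25 bp of the listed position and 0.166 per kb beyond 500 bp. No protein was assigned to it here, and as it was picked from the same peaks its p describes the peaks and is not a test of a prior idea.

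Olfactory and vomeronasal receptor genes, which serve sensory neurons of the nose, had a peak at 3 of 1459 genes (0.206%), against 7.80% of all protein-coding genes. Locus width and repeats were not taken into account in this comparison, so it is not by itself a sign of avoidance.

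The shortage of peaks on the X chromosome was not accounted for by its content. If peaks of either animal are kept, a dose lower in the male alone would leave 0.5 or more of the expected peaks, and the listed ratio was 0.142 (exact 95% interval 0.0831 to 0.228). With genes, non-repeat bases or NeuroD E-boxes as expectation it was 0.205, 0.170 and 0.217, all with intervals below 1. A lower signal of the X that leaves most sites under the calling threshold could also be at work, and the E-box at 2 of 9 X peaks away from promoters (22.2%, against 32.7% on autosomes, Fisher's exact p = 0.726) does not decide it. Of the female's X copies one is inactive, so read counts of each library on the X would be needed.

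The NeuroD E-box and the granule cell genes may reflect open chromatin of granule cells in the lysate. The planned test of this came out for it, as the Purkinje odds ratio was 0.0926 times the granule one (0.5 added to each count, 95% interval 0.0323 to 0.265). That ratio restates the pattern to be explained, and open chromatin was not measured, so it cannot tell this cause from binding of RREB1 near such sites. The planned test of unspecific capture of active promoters came out for it, as 7 of 77 ribosomal protein genes had a promoter peak (odds ratio 3.23, 1.61 to 7.31), although this did not pass among the 25 lists (Fisher's exact test, adjusted p = 0.217). The other 70 had no listed promoter peak. Neurogenic bHLH factors (3.57) and proteasome genes (3.30) had higher odds ratios over promoter peaks, and every other list a lower one. The bHLH and proteasome lists did not pass either (Fisher's exact test, adjusted p = 0.268 for each). This ranking therefore does not tell whether the excess is particular to ribosomal protein genes. The E-box share at promoter peaks was 0.0890 times that at other peaks (0.0571 to 0.139), so capture at promoters alone does not account for the E-boxes. That split was known before the comparison was chosen, and capture at active sites away from promoters was not tested by it. Wide loci do not account for all of the list enrichment, as 5 of the 8 lists kept an adjusted p below 0.05 with length and locus width in the model. Random placement was stricter and left 3 lists, with granule cell markers at 2.41-fold, while motors and channels did not pass it. Binding of RREB1 itself near such sites is not excluded, and the study describes NEUROD1 as a known cofactor of RREB1. By immunofluorescence the study found the tagged protein only in Purkinje cells. It also reported targets among the genes that changed in mutant Purkinje cells, with endomembrane and cytoskeletal targets largely lower there. Those expression data were not analysed here. A V5 precipitation from animals without the transgene was not analysed here.

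The list with 1 row per gene leaves open which peak of a gene was kept. Of rows beside missing numbers, 50.7% (622 of 1226, Wilson 95% interval 47.9 to 53.5%) lay left of their start. This does not exclude that the leftmost was kept, because the bound of 60% set in advance took no account of which neighbour owns a missing number. Whether summits of both libraries were listed side by side was left open, since all 5 neighbouring pairs under 200 bp apart lay between promoter peaks, which an even placement does not represent. Shares of regions in all merged peaks could therefore differ from those of the listed ones.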
